A study of Capra hircus with 23 samples. Its data were reported in "Long-chain noncoding RNA sequencing analysis reveals the molecular profiles of chemically induced mammary epithelial cells" (2023).

How the data were processed

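RNA of goat ear fibroblasts was sequenced before (day 0) and during induction towards mammary epithelial-like cells by a cocktail of small molecules, after depletion of ribosomal RNA. The labels described 23 samples in 9 groups. The tables held 17 libraries in 7 groups, days 0, 1, 2, 3, 4, 6 and 8. The 6 samples of passaged induced cells and of natural goat mammary epithelial cells were not analysed here, so the planned comparisons with them and the projection between day 0 and the natural cells were left out.

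The authors deposited a table of counts per feature, whole numbers that were not normalized, and a table of FPKM values. The submitters' processing notes named FastQC 0.10.1, HTSeq without a version and DESeq2 1.16.1, with no role or order. The aligner, genome build and annotation were not given in the sources used here. The count table held 28931 features, of which 6274 had 0 counts in every library. The deposited FPKM table held the other 22657. For all 22657, the FPKM value was the count divided by the library total and by a single whole-number length per feature, within a relative tolerance of 1e-06, so the tables carry the same measurement. The totals ran from 21540742 to 26165393 counts per library, at which 3 counts, the limit that a count of 0 allows, correspond to 0.115 to 0.139 CPM, counts scaled to the library total. Such limits and intervals cover counting error only.

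Features were listed under running IDs, 28745 with the prefix gene, 162 with id and 24 with rna. The files did not pair these IDs with gene names, and 0 matched the 28911 genes of the RefSeq table used for names. No gene is named for this reason. The 22 gene lists (577 entries) and the noncoding genes that were fixed before the data were examined were not tested. The rule for named genes required a gene name and could not be applied as written. Its other conditions were kept for day 8 against day 0 (adjusted p under 0.05, a log2 fold change of 2 or more in size, a mean of 5 CPM or more in the higher group, no overlap between the libraries of the groups), and 733 features that were higher and 437 that were lower at day 8 met them. The 2 largest fold changes in each direction are given by ID.

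Columns were assigned to days by their names. The names did not tell which labelled sample of a day a column was, so the lots in the titles could not be used as a block, on their own or in an interaction, and libraries are called by their column names (CK1 to CK3 for day 0, 5i8d1 to 5i8d3 for day 8 and so on). The lots are codes in the titles, and the samples of each day carried more than one code. The labels did not say whether the codes mark donors, cell lines or dates. Nothing in the labels said that the samples of a day came from separate animals or cultures. The study's methods call the replicates of its own day 0 and day 8 groups biological. Its results name these libraries CK1, CK2, 5i8d1 and 5i8d2, as 4 of the columns are named. The sources used here did not say whether they are the same libraries. Here p-values measure the spread between these samples, which may be technical. No pair of libraries within a day agreed within sampling noise (chi-square per degree of freedom of 2.67 or more), and none were merged.

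Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjustment, calls at an adjusted p under 0.05). Day 8 was compared with day 0 in a fit of their 6 libraries, and days 1 to 6 with day 0 in one fit of all 17 libraries. Standard errors (SE) of log2 fold changes were the fold change divided by the square root of F. Day 8 against day 4 and consecutive days were added after seeing the data. Leaving out each library was planned, and giving the counts without CK3 beside the main ones was chosen after seeing the data. Alternatives were DESeq2 1.42.0, RLE normalization, no filter, a filter at a mean of 5 CPM, limma 3.58.1 with a trend on log2(FPKM + 1) and log2(FPKM + 0.1), leaving out each library, and the study's threshold. Levels are CPM without TMM factors. Rank correlations were taken over the 13201 features with a mean of 50 counts or more, and log2 differences between libraries on log2(CPM + 1). They are across features, which are not independent replicates.

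The tests were run on simulated counts with 200 changed features, 50 of each fold size. With the spread of the 6 day 0 and day 8 libraries, edgeR recovered 0 of 50 features changed 16-fold among 14993 and made 0 false calls. DESeq2 recovered 49 of 50 with 175 false calls among 291. In the data the same edgeR test called 2072 of 15376 features. There 4966 had an unadjusted p under 0.05, far more than the 200 changed in the simulation. The 0 recovered is therefore not the power of the edgeR test in the data. With the spread of the 5 libraries without CK3, edgeR recovered 44 of 50 features changed 2-fold and 50 of 50 changed 16-fold among 15547, with 20 false calls among 213. For day 1 in the fit of 17 libraries it recovered 0 of 50 changed 2-fold and 42 of 50 changed 16-fold among 16416. For day 8 against day 4 it recovered 38 of 50 changed 2-fold and 50 of 50 changed 16-fold among 15374.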

Results

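The data followed the RNA of goat ear fibroblasts over 8 days of induction by small molecules. Day 0, day 4 and day 8 had 3 libraries each, and days 1, 2, 3 and 6 had 2 each. Totals ran from 21540742 counts in the day 0 library CK3 to 26165393 in the day 8 library 5i8d3.

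The day 0 libraries were not alike. CK1 and CK2 had a rank correlation of 0.998, while CK3 correlated with CK1 at 0.572 and with CK2 at 0.581. CK3 had counts for 15605 features, against 18093 in CK1 and 18102 in CK2. Its 100 most abundant features took 34.4% of its counts, against 21.0% in CK1 and 20.8% in CK2. The mean feature length weighted by counts was 2552 nt in CK3, 3920 nt in CK1 and 3855 nt in CK2. The SD of the log2 difference across features was 2.23 between CK1 and CK3 and 0.14 between CK1 and CK2. At day 8 it lay between 0.16 and 0.32. At day 1 the libraries 5i1d1 and 5i1d2 differed with an SD of 0.94. The counts of features changed from day 0 are therefore also given without CK3.

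**Figure D1:**
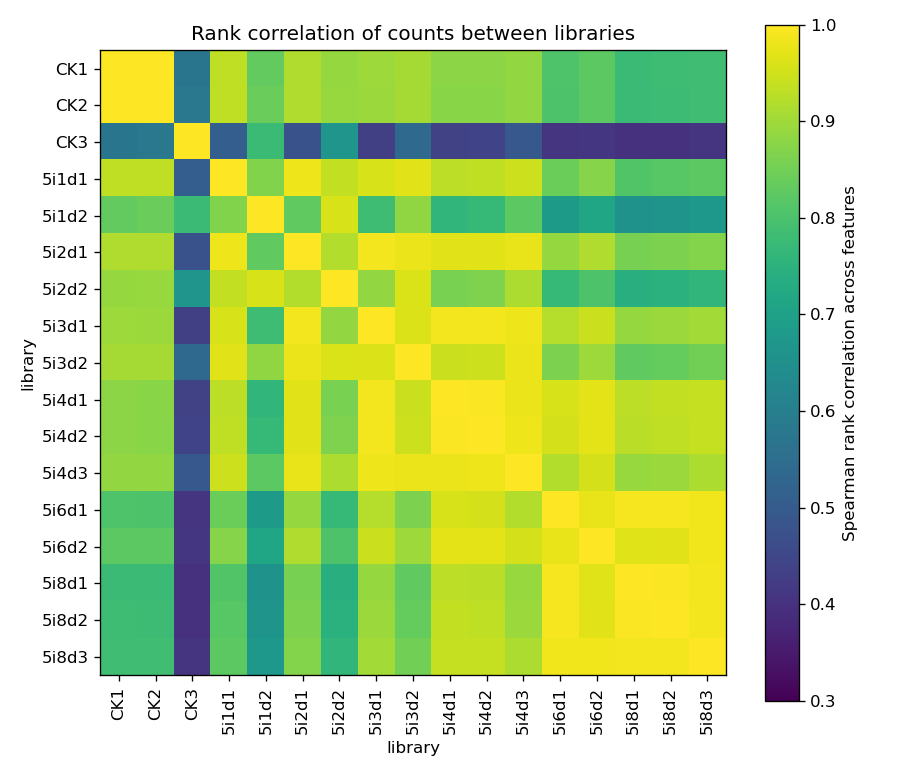
Spearman rank correlation of counts between each pair of the 17 libraries, over 13201 features; both axes list the libraries and the colour gives the correlation. CK3 correlated most closely with 5i1d2 (0.778) and at 0.400 with 5i8d1.

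Day 8 was compared with day 0 to ask which transcripts differed between the fibroblasts and the cells at the end of induction. Of 15376 features tested, 2072 differed by edgeR's quasi-likelihood test, 1355 higher and 717 lower at day 8. Of these, 1809 had a log2 fold change of 2 or more in size, 1195 higher and 614 lower. Without CK3, 11803 of 15871 features differed, 6040 higher and 5763 lower, and 2983 passed a log2 fold change of 2. All 2072 features were also called in the same direction without CK3. The biological coefficient of variation was 0.668 with CK3 and 0.105 without it. Without CK3, day 0 was CK1 and CK2 alone, the closest pair within a day (chi-square per degree of freedom of 2.67). In days 4 and 8, 5i4d1 with 5i4d2 (3.62) and 5i8d1 with 5i8d2 (4.21) were closer than the other pairs (32 or more). The labels gave these 3 days more samples of one lot, but did not tie columns to lots. The spread and the calls without CK3 may therefore rest partly on near-duplicates. The count with CK3 also fell when a day 8 library was left out: it was 0 without 5i8d1, 0 without 5i8d2 and 460 without 5i8d3. In these fits 2981, 2996 and 3142 features had an unadjusted p under 0.05. As 5i8d1 and 5i8d2 had a rank correlation of 0.997, the fall to 0 does not show a change carried by either alone. The count was 995 without CK1 and 907 without CK2. DESeq2 called 4749 features with all 6 libraries, 2611 higher and 2138 lower. On simulated counts with this spread, 175 of its 291 calls were false, so its count may hold many false calls. The balance turned in the fit of all 17 libraries, where edgeR called 6897 features for day 8 against day 0, 3069 higher and 3828 lower. In that fit without CK3 it did not turn: 8293 features were called, 4304 higher and 3989 lower.

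The feature gene15819 had the largest log2 fold change among features higher at day 8. Its level was 408 ± 295 CPM (SD, n = 3) at day 8, with 592, 565 and 67.6 CPM in the 3 libraries. It had 1 count over the 3 day 0 libraries, a ratio of the pooled levels of 27626 with a 95% counting interval of 4958 to 1091190. The fitted log2 fold change was 14.06 (SE 1.60, edgeR adjusted p = 0.00630), and 16.06 without CK1, which held the single count. The feature gene22647 had 0 counts in all 3 day 0 libraries and 76.0 ± 38.3 CPM (SD, n = 3) at day 8. Against 3 counts over the day 0 group, the level at day 8 was at least 1737-fold higher (edgeR adjusted p = 0.00896). The feature gene24048 fell from 210 ± 5.43 CPM (SD, n = 3) to 0.175 ± 0.169 CPM (SD, n = 3), a log2 fold change of -10.95 (SE 1.19, edgeR adjusted p = 0.00588). Without CK3 it was -10.22. The fitted values use TMM factors, which the CPM do not, and the factor of CK3 was 0.387 against 1.19 for CK1 and CK2. The feature gene11647 fell by 10.89 on the log2 scale (SE 2.49, edgeR adjusted p = 0.0391), but its day 0 level was 605 CPM in CK3 against 36.4 CPM in CK1 and 39.0 CPM in CK2. Without CK3 its log2 fold change was -6.80 (SE 0.39, edgeR adjusted p = 3.60e-06). None of the 4 features passed the edgeR threshold when 5i8d1 or 5i8d2 was left out, although the fitted log2 fold changes were still large. That of gene24048 was -10.50 without 5i8d1 and -12.02 without 5i8d2 (edgeR adjusted p = 0.0552 and 0.0529). The adjusted p of gene11647 was also 0.163 without 5i8d3 and 0.0562 with a minimum mean of 5 CPM.

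**Figure D2:**
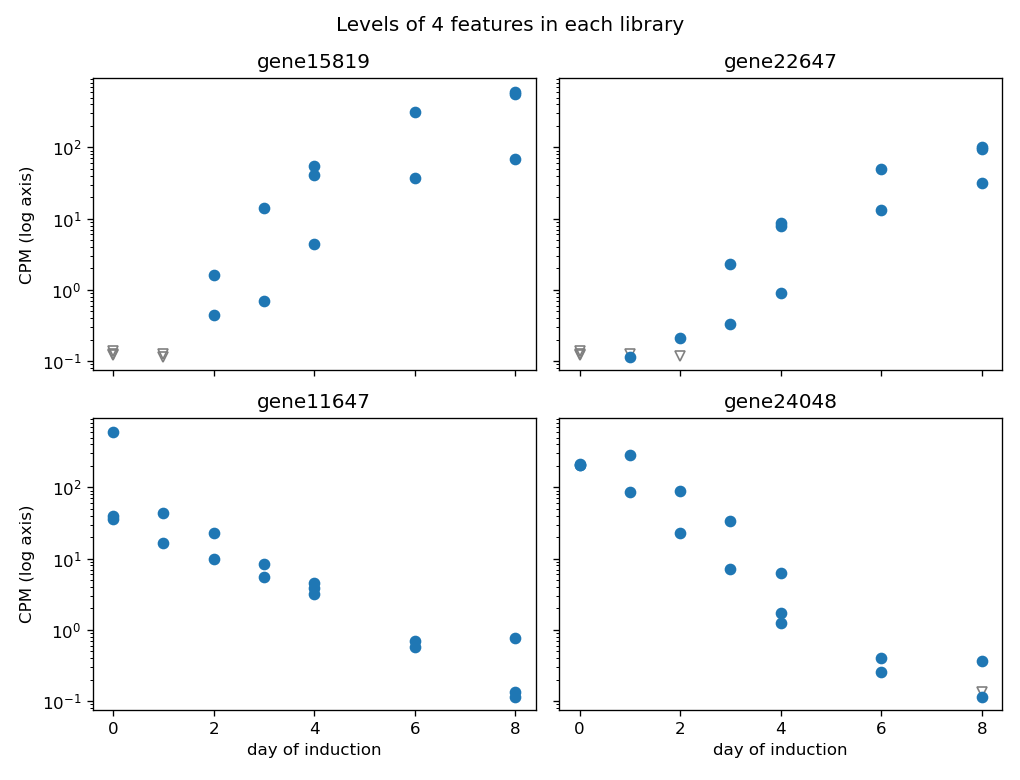
CPM on a log axis against the day of induction for 4 features, 1 filled point per library; open triangles mark libraries with fewer than 3 counts, drawn at the level of 3 counts. gene15819 and gene22647 lay at or near 0 at day 0 and at 408 and 76.0 CPM on average at day 8, while gene11647 and gene24048 ended at 0.341 and 0.175 CPM.

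Some features were seen on one side only. In 141 features all 3 day 0 libraries had 0 counts and every day 8 library had 10 or more, and in 8 features the reverse held. With CK1 and CK2 alone as day 0, these numbers were 167 and 34. The feature with the most counts at day 8 took 3.94%, 4.04% and 2.56% of the counts of 5i8d1, 5i8d2 and 5i8d3. It took 0.0900% in CK1, 0.0914% in CK2 and 0.000316% in CK3. It was chosen after its values were seen.

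The days between were compared with day 0 to ask when the change took place. In the fit of 17 libraries, 971 of 16765 features differed at day 1 (680 higher, 291 lower). At day 2 there were 1446 (958 higher, 488 lower) and at day 3 there were 2177 (1277 higher, 900 lower). At day 4 there were 4921 (2165 higher, 2756 lower) and at day 6 there were 4878 (2416 higher, 2462 lower). Without CK3 the counts of days 1, 2, 3, 4 and 6 were 3858, 3464, 3982, 5375 and 6725. The balance of higher and lower calls depended on single libraries. At day 4, 44.0% of the calls were higher with all libraries, 56.9% without CK3, 62.0% without 5i4d1, 61.8% without 5i4d2 and 58.3% without 5i4d3, but 35.4% without CK1 and 35.2% without CK2. At day 2 it was 66.3% with all libraries, 36.1% without CK1 and 36.9% without CK2, and at day 3 it was 58.7%, 33.9% and 33.2%. At day 6 it was 49.5% with all libraries, 74.2% without 5i6d1, 73.9% without 5i6d2, 39.9% without CK1 and 39.1% without CK2. The median log2 fold change of all features was 0.14 at day 4 and 0.13 at day 3 with CK3, so calls near that size are relative to this shift. Leaving out a library of the day itself lowered its count. Day 1 gave 402 calls without 5i1d1 and 364 without 5i1d2, and day 2 gave 466 without 5i2d1 and 638 without 5i2d2. Day 3 gave 599 without 5i3d1 and 806 without 5i3d2, and day 6 gave 1723 without 5i6d1 and 2030 without 5i6d2. Day 4 gave 2201, 2167 and 2638 without 5i4d1, 5i4d2 and 5i4d3. Without CK1, day 2 gave 2759 and day 3 gave 4209, and without CK2 they gave 2618 and 4039.

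**Figure D3:**
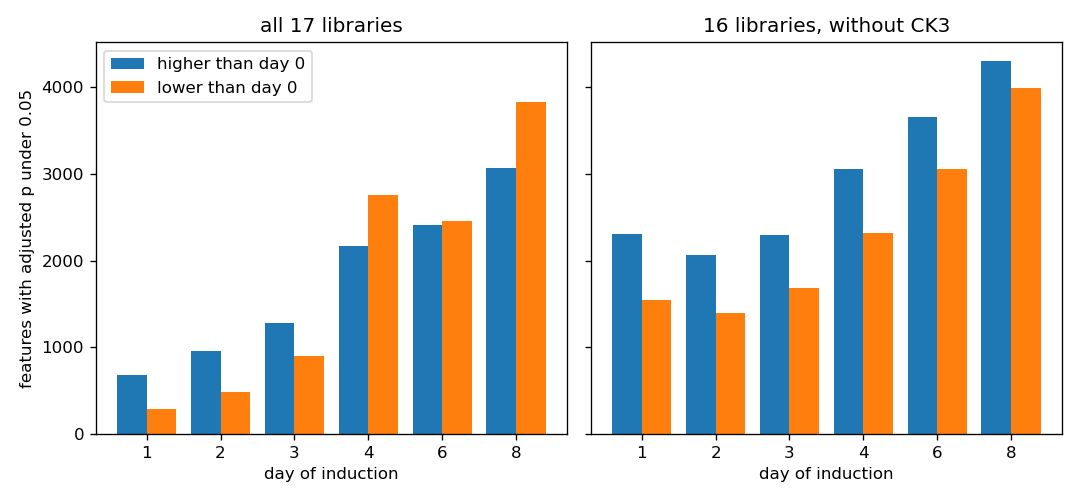
Features with an edgeR adjusted p under 0.05 against day 0, by day of induction, as bars for higher and lower features, with all 17 libraries (left) and without CK3 (right). With CK3 the day 4 calls were 2165 higher and 2756 lower, and without it 3057 higher and 2318 lower.

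The features that had changed by day 8 moved over several days. For the 1160 features higher and the 558 lower at day 8, with a log2 fold change of 2 or more with and without CK3, the share past 50% of their day 8 change was followed. Among the higher ones it was 22.2% at day 1, 34.4% at day 2, 55.1% at day 3, 79.9% at day 4 and 97.7% at day 6. Among the lower ones it was 21.7%, 35.8%, 50%, 71.1% and 97.8%. With CK1 and CK2 as the baseline, the shares of the higher ones were 19.5%, 29.7%, 49.7%, 77.3% and 97.7%, and those of the lower ones 17.9%, 28.9%, 46.8%, 69.5% and 98.4%. The shares come from the mean of unlike libraries. Against CK1 and CK2, the median log2 change of the higher features was 1.11 in 5i1d1 and 0.44 in 5i1d2, 1.71 in 5i2d1 and 0.93 in 5i2d2, and 2.15 in 5i3d1 and 1.49 in 5i3d2. These sets were chosen from the day 8 libraries and carry no test of the days between. The steps between neighbouring days were tested without pairing, so differences between the libraries of a day counted as spread, and no fit with the number in the column names as a block was run. Such differences recurred: that between 5i1d2 and 5i1d1 correlated across features with that between 5i2d2 and 5i2d1 at 0.834. For days 2 and 3 the correlation was 0.776, and for days 3 and 4 it was 0.773. For days 4 and 6 it was 0.560, and for days 6 and 8 it was 0.697. These used 5i3d2 against 5i3d1, 5i4d3 against 5i4d1, 5i6d2 against 5i6d1 and 5i8d3 against 5i8d1. Days further apart gave, among others, 0.668 for days 1 and 3. The differences of days 1, 2 and 3 correlated with that of day 6 at 0.0514, 0.150 and 0.292. With all 17 libraries edgeR called 0 features for day 2 against day 1, 0 for day 3 against day 2, 0 for day 4 against day 3, 3 for day 6 against day 4 and 0 for day 8 against day 6. At an unadjusted p under 0.05 there were 406, 195, 327, 1034 and 271. Without CK3 the calls were 34, 0, 0, 541 and 3. No other tool was run on these steps.

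The changes at day 4 and day 8 were compared within the fit of 17 libraries, where both rest on the same day 0 libraries and 3069 features were higher and 3828 lower at day 8. Of the features called at day 4, 1844 that were higher and 2432 that were lower were called in the same direction at day 8, where independent lists would share 396 and 629. In 20 simulations of unchanged days against the same day 0 libraries, no feature was called at both days, but unchanged days give few calls in any case. Opposite directions were found for 8 features. Of the day 1 calls, 461 higher and 214 lower were shared with day 8, where independent lists would share 124 and 66.4, and 39 were opposite. Without CK3 these numbers were 1309 and 912 shared, 596 and 369 for independent lists, and 302 opposite. Measured from day 1 without CK3, 964 of the 2313 higher features were then lower at day 8, and 441 were higher still. Of the 1545 lower ones, 603 were then higher and 276 lower still. With all libraries these were 193 and 122 of 680 higher features, and 56 and 42 of 291 lower ones. The features were chosen with the same day 1 libraries, so errors at day 1 raise the counts of reversed features. These counts therefore do not show how many features changed only in passing. The simulations gave 0 shared calls for day 1 and day 8 with and without CK3, which says little because unchanged days give few calls. The covariance of the log2 fold changes of day 1 and day 8 was 2.06, against 0.20 in the simulations. Without CK3 it was 1.28 against 0.02. For day 4 and day 8, the covariance of the log2 fold changes was 4.37, against 0.20 in the simulations. Without CK3, 2604 higher and 1971 lower features were shared, where independent lists would share 787 and 553, with 27 in opposite directions, and the covariance was 3.12 against 0.02. Part of the overlap and of the covariances may come from the shared day 0 libraries. The simulations used these same libraries, so their covariances may leave out the error of day 0 and set no baseline for it. A fit with separate day 0 libraries for each of the compared days was not run. Day 8 was also tested against day 4 without any day 0 library. Of 15551 features, 7716 differed, 3825 higher and 3891 lower, and 803 had a log2 fold change of 2 or more in size.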

Values the study reported

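The study, which measured long noncoding RNAs in day 0 and day 8 cells, reported 3,970 candidate differential lncRNAs, 1,170 of them known and 2,800 newly found. It counted 1,288 as significant, 738 higher and 550 lower after induction. These are lncRNAs alone, a different population from the features analysed above.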

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

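The comparison of day 8 with day 4 was chosen after the data were seen. The change from day 0 differed between the later time points: 7716 features differed between day 8 and day 4 by edgeR's quasi-likelihood test of that difference, fitted on the 6 libraries of these days. The 10 possible splits of these libraries are too few for a share under 0.05. The real split gave 7716 calls, the highest of the others gave 0, and the number of splits with as many calls was 1. Each other split put libraries of both days in each group, so the difference between the days counted as spread. The counts of the other splits therefore add no evidence for this result.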

How the results depend on the processing

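DESeq2 combined with leaving out CK3, and day 8 against day 4, were added after seeing the data. No paired analysis was possible on labelled samples, because the columns could be tied to a day but not to a labelled sample. The sources used here did not say whether the numbers in the column names pair libraries across days. A block on the bare numbers in the column names was not run, although differences within a day recurred between neighbouring days up to day 8. The steps between days therefore remain untested with pairing. The fits with the lot as a block, with only one lot, with the end groups, and all gene list, projection and noncoding alternatives were not run. Day 8 against day 0 gave 2072 calls, and 4749 with DESeq2, 1002 with a minimum mean of 5 CPM (fewer features tested), 6897 within the fit of 17 libraries, 3405 at the study's threshold without adjustment (1651 higher and 1754 lower, so the balance turned) and 11404 with DESeq2 without CK3. Leaving out single libraries gave 0 to 11803. With DESeq2, days 1, 2 and 3 gave 2152, 2767 and 3582 calls. On simulated counts DESeq2 made many false calls, 175 among 291 for day 8 with CK3 and 68 among 197 for day 1. With a mean of 5 CPM, days 1, 2, 3 and 6 gave 579, 844, 1236 and 3179. The cause was not tested for the other differences. Leaving out single libraries gave 364 to 3858 at day 1, 466 to 3464 at day 2, 599 to 4209 at day 3, 2167 to 5859 at day 4 and 1723 to 6725 at day 6. A day left with a lone library was assumed to vary like the other groups. Day 8 against day 4 gave 5978 to 7801 calls without single libraries, and 6478 to 7711 over the 6 other settings, all within 1.5 times the main count. The share of calls that were higher moved with the tool and unit, which change the test as well as the scaling. It was 65.4% at day 8, against 44.5% within the fit of 17 libraries, 55.0% with DESeq2 and 80.4% with limma on log2(FPKM + 1). RLE normalization, which changes the scaling alone, gave 64.2% at day 8 and 37.5% at day 4. For the main setting, DESeq2 and limma in turn, it was 70.0%, 51.3% and 85.3% at day 1, 66.3%, 52.4% and 81.4% at day 2, and 44.0%, 49.6% and 78.5% at day 4. For the main setting and limma it was 58.7% and 79.5% at day 3, 49.5% and 73.9% at day 6, and 49.6% and 36.2% for day 8 against day 4. No direction of the 4 features given by ID reversed. Over the alternatives with a value, their highest adjusted p was 0.0552 for gene15819, 0.0633 for gene22647, 0.0552 for gene24048 and 0.168 for gene11647.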

Other observations

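The tests of depth, of a few features taking the counts, of a lot difference, of other cells and of a mixed library were chosen after the results were seen. The set of features for the mixing test was widened after the first choice, features under 1 CPM outside CK3, held 0.

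The day 0 library CK3 stood apart from CK1 and CK2. The chi-square per degree of freedom between CK3 and CK1 was 1294, which argues against sampling noise, and without the 100 most abundant features of CK3 the SD of its log2 difference from CK1 was still 15.8 times that between CK1 and CK2, which argues against a few features taking the counts. Feature length explained 0.127 of the variance of the log2 difference, and a lot difference of constant size is argued against by the day 8 libraries, whose largest SD was 0.141 of that between CK3 and CK1. A library of other cells under the day 0 label may still be the source: CK3 correlated with CK1 at 0.572, but its closest library was 5i1d2 at 0.778, and 19 features were at least 10 times higher in CK3 than in any other library, which leaves this open. In 3515 features CK3 was at least 10 times lower than every other library. Both counts of features depend on the scaling, as levels are CPM without TMM factors. In the fit of 17 libraries the factor of CK3 was 0.346, against 0.984 or more in the others. With these factors fewer features would pass as lower in CK3, and at least as many as higher.

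The libraries 5i1d2 and 5i2d2 lay closer to CK3 than the other libraries of their days. The log2 difference between CK3 and CK1 correlated across features with that between 5i1d2 and 5i1d1 at 0.764, with that between 5i2d2 and 5i2d1 at 0.570, with that between 5i3d2 and 5i3d1 at 0.403 with that between 5i4d3 and 5i4d1 at 0.250, with that between 5i6d2 and 5i6d1 at -0.0588 and with that between 5i8d3 and 5i8d1 at -0.0115, while CK3 itself correlated with 5i3d2 at 0.540 and with 5i3d1 at 0.432. CK3 RNA mixed into 5i1d2 could bear on the day 1 part of this only. It was tested over 87 features at 50 CPM or more in CK3 and at least 10 times their level in CK1, CK2 and 5i1d1. The rise in 5i1d2 had a median share of 0.0886 of the CK3 level. The quartiles of that share differed by a ratio of 2.30, between the bounds set for mixing (under 2) and against it (above 4). Mixing at a share of that size can lower a feature only slightly. Against CK1 and CK2, the median log2 change of the 1160 features higher at day 8 was 1.11 in 5i1d1 but 0.44 in 5i1d2. For these features this argues against mixing at that share as the whole of the day 1 difference. Feature length explained 0.223 of the variance between 5i1d2 and 5i1d1, also between its bounds. As a part of the day 1 difference, neither mixing nor length can be told apart from a difference between the cells, for which no biological explanation was tested.

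Feature length explained 0.00371 of the variance of the log2 fold changes of day 8 against day 0 without CK3 and 0.0332 with CK3, which argues against length as their cause. For day 8 against day 0, the real split of the 6 libraries gave 2072 calls and the highest of the others 0. For day 4 against day 0 the highest of the other splits gave 0. The 4921 calls of its real split came from the fit of 17 libraries, so these counts cannot be compared. The 10 splits in each case are too few for a share under 0.05. For day 8 against day 0, 1 split gave as many calls. Each other split put libraries of both days in each group, so the difference between the days counted as spread. The counts of the other splits therefore add no evidence.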
